A study of Drosophila melanogaster with 12 samples.

How the data were processed

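RNA was measured in single heads of female fruit flies (Drosophila melanogaster) by RNA sequencing. Per the labels, the flies were 21 days old, carried either a SIRT6 knockout or the white-eyed laboratory strain w1118, and had eaten food with 100 µM of an inhibitor of the tryptophan-degrading enzyme TDO2, or with its solvent dimethyl sulfoxide (DMSO). Per the labels' protocols, RNA was treated with DNase, mixed with ERCC spike-in RNA, depleted of ribosomal RNA and made into Illumina libraries with a NEBNext kit. The 12 samples fall into 4 groups of 3, taken from the genotype and treatment each sample was labelled with.

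The authors deposited one table of estimated counts per feature, with a column per library. The values are expected counts that are mostly not whole numbers and sum to a different total in each library, so the authors had not scaled them to a common depth. The labels' protocols do not name the aligner, the quantifier, the genome build or whether strand was used, and these are treated as not stated. Of the 24278 rows, 17895 carry FlyBase gene identifiers, 5898 are annotated transposable element copies and 485 are other features. The table given here holds 0 ERCC rows, so scaling by spike-in was not used here. All 12 columns matched a sample by the library name in the labels.

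Estimated counts were rounded to whole numbers. Gene rows with enough counts in at least one group (edgeR's filterByExpr with its minimum count of 10) were tested, which left 14155 genes. Libraries were scaled by the trimmed mean of M-values (TMM), and one model with a coefficient for each of the 4 groups was fitted to all 12 libraries with edgeR 4.0.16 in R 4.3.3. Comparisons were tested with edgeR's quasi-likelihood test and adjusted over the genes tested by the Benjamini-Hochberg method at a threshold of 0.05. Standard errors and 95% intervals of log2 fold changes were derived from the test statistic. Levels in CPM (counts scaled to a common library total) use the TMM-scaled library sizes, and log2 CPM values carry a prior count of 2. Transposable element rows were left out of the main model.

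The comparisons, their tests, the alternatives and 16 gene sets were fixed before the data were examined. The gene sets were tested with camera in limma 3.58.1, with the correlation between genes estimated for each set, over 5 contrasts, which makes 80 tests. Whether the genotype effect was smaller with the inhibitor was tested on the genes of the averaged genotype effect, by the median over genes of the interaction signed by the direction of that effect, with a two-sided exact permutation test over the 400 assignments of treatment labels within genotypes. Genes are named by this rule: Sirt6 first, then sex and eye-colour checks, then the tryptophan pathway genes that passed a threshold and v, and then for each comparison of groups up to 4 genes with the largest rise and 4 with the largest fall. These last had to pass the threshold, have no overlap between groups and average at least 1 CPM.

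Gene symbols came from a table of FlyBase identifiers, which matched 17855 of the gene rows. Positions came from the Ensembl 115 annotation of BDGP 6.54 through the gene identifier, since the table has no coordinates. A library holds 24633705 to 44545859 counts. A level of 3 counts, taken as the smallest that can be read, corresponds to 0.0703 to 0.126 CPM of the gene counts in a library, without scaling by TMM. Reads carry no molecular identifiers, so such floors cover counting error only.

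The scripts were tested on counts simulated from the means and library sizes of these libraries for 14155 genes, of which 200 were changed by known amounts. Each change was of at least 1 on the log2 scale, up or down. edgeR called 89 of the 200 in the comparison of 3 against 3 libraries with 3.26% false calls, and 136 of the 200 in the comparison averaged over treatments with 4.23% false calls. It called 0 genes where no change was simulated. DESeq2 1.42.0 called 127 of the 200 in the first comparison with 24% false calls, and 15 genes where none was changed. The alternatives were DESeq2, limma with voom and sample quality weights, median-of-ratios scaling, 2 other count filters, the replicate number as a block, models of only the 2 groups compared, and leaving out each library in turn. Other settings of the gene set and permutation tests were also run. The libraries of each group are numbered 1 to 3 in the labels. Same-numbered libraries come from different flies, and no label states a pairing. The averaged effect of the inhibitor over genotypes was added after the data were seen.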

Results

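The series asked how SIRT6, a NAD-dependent deacylase, bears on tryptophan breakdown and neurodegeneration. Total RNA was sequenced from single heads of 21-day-old female flies of 2 genotypes, SIRT6 knockout and w1118, that had eaten DMSO or 100 µM of the TDO2 inhibitor. There were 3 libraries in each of the 4 groups. In the order of their replicate numbers, the libraries labelled KO held 36508265, 32694212 and 42779691 counts with DMSO, and 44545859, 42199630 and 34408442 with inhibitor. The w1118 libraries held 35809827, 40609899 and 43324141 counts with DMSO, and 40629658, 24633705 and 40979746 with inhibitor.

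Sirt6 (FBgn0037802, a protein-coding gene on 3R from 10255349 to 10261849 of BDGP 6.54, minus strand) was measured first as a check of the genotype labels. It had 70, 78 and 88 counts in the libraries labelled KO with DMSO and 90, 84 and 84 in those labelled KO with inhibitor. In w1118 it had 68, 147 and 102 counts with DMSO and 47, 56 and 63 with inhibitor. The level was 2.14 CPM ± 0.224 (SD, n = 6) in the libraries labelled KO and 2.20 CPM ± 0.526 (SD, n = 6) in w1118. The averaged genotype effect was -0.01 on the log2 scale (SE 0.13, 95% interval -0.29 to 0.27, edgeR adjusted p = 0.971). This average joins opposite differences. With DMSO the genotype effect was -0.33 (SE 0.18, 95% interval -0.72 to 0.06, adjusted p = 0.357), and all 3 libraries labelled KO lay below all 3 of w1118. With inhibitor it was 0.31 (SE 0.18, 95% interval -0.08 to 0.71, adjusted p = 0.388), and all 3 lay above. Chance gives such a separation in 10% of comparisons of 3 against 3. Neither passed the threshold, no loss of the transcript was seen, and every direction given here refers to the labels. In w1118, Sirt6 changed by -0.57 with the inhibitor (SE 0.18, edgeR adjusted p = 0.555), and its interaction was 0.64 (SE 0.25, adjusted p = 0.972). Counts per gene do not show whether the transcript was intact. Annotated copies of the I-element (2) overlap the gene, which leaves its estimated counts uncertain.

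**Figure D1:**
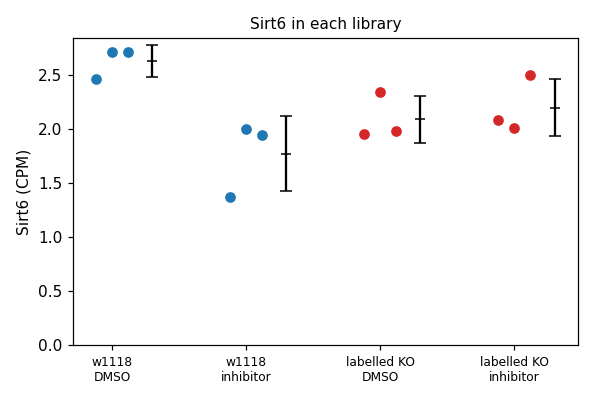
Sirt6 in CPM (y axis) for each library, by group (x axis), w1118 in blue and libraries labelled KO in red, with the mean and SD of each group of 3 in black. Libraries labelled KO lay between 1.95 and 2.50 CPM, and w1118 libraries between 1.37 and 2.71 CPM.

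The sex of the flies was checked with roX1 and roX2, the RNAs that coat the X chromosome of males, and with the yolk protein genes Yp1, Yp2 and Yp3, which are expressed in females. The gene roX1 lay between 21.96 and 58.8 CPM in all 12 libraries. The yolk protein genes took 9.57% to 13.1% of counts in the 6 libraries labelled KO and 18.2% to 21.2% in 4 of the w1118 libraries. Replicate 2 of w1118 with DMSO had 0.417% and replicate 2 of w1118 with inhibitor had 1.87%. The spread within the w1118 groups therefore exceeded the difference between genotypes, and no yolk protein gene passed the threshold (averaged genotype effects: Yp1 -0.14, SE 0.84, edgeR adjusted p = 0.938; Yp2 -1.17, SE 0.90, adjusted p = 0.435; Yp3 -0.77, SE 0.84, adjusted p = 0.596). The eye-colour gene white (w) did not differ between genotypes (averaged effect -0.05, SE 0.14, adjusted p = 0.852). The first principal component held 22.2% of the variance of log2 CPM and the second 17.1%. The libraries farthest from the others on these components were replicate 2 of w1118 with inhibitor (-0.64 and -0.41) and replicate 2 of w1118 with DMSO (0.09 and -0.72). Between replicates of a group, the chi-square per degree of freedom was 73.6 to 248.2 without these libraries and 641.5 to 1487 with them. Each library is the head of another fly, so values above 1 include differences between flies and do not measure library quality.

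**Figure D2:**
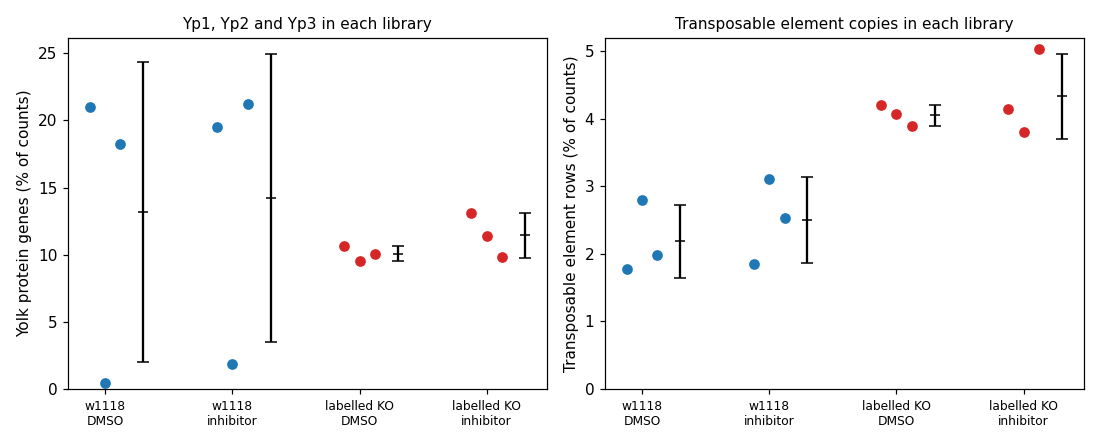
Share of all counts in each library (y axes, percent) taken by the yolk protein genes Yp1, Yp2 and Yp3 (left) and by transposable element rows (right), by group (x axes), with the mean and SD of each group of 3. Replicate 2 of w1118 has 0.417% and 1.87% yolk protein counts, and the transposable element share is 3.81% to 5.03% in libraries labelled KO against 1.77% to 3.11% in w1118.

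The genotypes were compared first with DMSO. Of 14155 genes, 581 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 291 higher and 290 lower in the libraries labelled KO. With median-of-ratios scaling it was 349 higher and 244 lower. A change of at least 1 on the log2 scale was seen for 350 of them. Voom with sample quality weights moved this count most, to 2406. The largest rises by the naming rule were those of CG12592 (7.42, SE 1.41, adjusted p = 0.0183), narya (5.87, SE 1.23, adjusted p = 0.0276), lncRNA:CR40469 (5.86, SE 0.30, adjusted p = 5.33e-06) and hoka (5.80, SE 0.32, adjusted p = 5.87e-06). CG12592 lies on 3R from 10338342 to 10340872, close to Sirt6, and its level spread from 208.4 to 2080 CPM among the 3 libraries labelled KO with DMSO. With inhibitor the genotypes overlapped for CG12592 (17.96 to 352.6 CPM in the libraries labelled KO, 27.4 to 117.8 CPM in w1118). The same held for narya (37.7 to 537.2 CPM in the libraries labelled KO, 63.3 to 125.9 CPM in w1118). Its level spread from 279.9 to 2868 CPM in the libraries labelled KO with DMSO. Without replicate 3 of w1118 with DMSO neither CG12592 (adjusted p = 0.0769) nor narya (0.0932) passed. Across 10 alternatives these were the highest values, and DESeq2 gave the lowest (4.20e-13 and 2.74e-09). The gene hoka (FBgn0035583, 3L from 4898900 to 4900869) was at 18.8 CPM ± 1.51 (SD, n = 3) in the libraries labelled KO and at 0.345 CPM ± 0.161 (SD, n = 3) in w1118. The gene narya overlaps CG32533. Among the falls, p24-2 (FBgn0053105, 3R from 9687402 to 9692794) changed by -7.19 (SE 0.88, adjusted p = 0.00167), from 53.7 CPM ± 11.7 in w1118 to 0.355 CPM ± 0.339 in the libraries labelled KO (SD, n = 3 each). It overlaps Unc-115b in the annotation. lncRNA:CR44832 changed by -5.54 (SE 0.24, adjusted p = 1.99e-06). Sdic2 and Sdic3 had at most 2 and 3 counts in any library labelled KO with DMSO and were at least 40.4-fold and 41.7-fold lower there than in w1118. The Sdic genes are near-identical neighbours on X, so the split of reads between them is uncertain.

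With inhibitor in both genotypes, 482 genes passed the threshold, 276 higher and 206 lower in the libraries labelled KO. With the replicate number as a block the count was 351. The mean correlation of same-numbered libraries between these groups was -0.103, so the numbers gave no sign that the libraries were paired. Of the genes called, 269 were called with DMSO only and 170 with inhibitor only, and 311 were called in both with the same direction. In addition, 1 gene called in both was lower with DMSO and higher with inhibitor in the libraries labelled KO, and it was not among the calls of the interaction, which were 0. The sign was the same for 568 of the 581 genes called with DMSO. An effect past the threshold in only 1 treatment is not a difference between treatments, which the interaction tests. The largest rises were those of lncRNA:CR40469 (6.15, SE 0.31), CG31683 (6.12, SE 0.36), hoka (5.82, SE 0.32) and Cyp4p2 (5.71, SE 0.19), with edgeR adjusted p from 5.04e-07 to 1.41e-05. Cyp4p2 (FBgn0033395, 2R from 9237512 to 9239831) was at 96.4 CPM ± 8.90 in the libraries labelled KO and at 1.84 CPM ± 0.385 in w1118 (SD, n = 3 each). The falls were those of CG42558, p24-2 (-7.45, SE 0.89), CG7763 (-6.21, SE 1.33, edgeR adjusted p = 0.0329) and CG18853 (-6.09, SE 1.34, adjusted p = 0.0359). Neither CG7763 (adjusted p = 0.0681) nor CG18853 (0.0907) passed with the replicate number as a block. CG31683, Cyp4p2, CG7763 and CG18853 each overlap another gene, and no label states that counting used strand, so their counts are uncertain. CG42558 had 0 counts in all 3 libraries labelled KO with inhibitor and was at least 178.5-fold lower there than in w1118. It shares its annotated interval with CG42557, whose counts moved the other way.

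Averaged over the treatments, 1572 genes differed between genotypes, 754 higher and 818 lower in the libraries labelled KO, and 544 changed by at least 1 on the log2 scale. With median-of-ratios scaling the split became 892 higher and 625 lower of 1517 genes. The 4 largest rises were lncRNA:CR40469 (6.01, SE 0.22), CG31683 (5.91, SE 0.25), hoka (5.81, SE 0.22) and Cht4 (5.50, SE 0.18), and the 4 largest falls p24-2 (-7.32, SE 0.63), Sdic3 (-6.20, SE 0.63), Sdic2 (-5.91, SE 0.51) and lncRNA:CR44832 (-5.71, SE 0.17). All 8 had an edgeR adjusted p of 0.000204 or less.

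**Figure D3:**
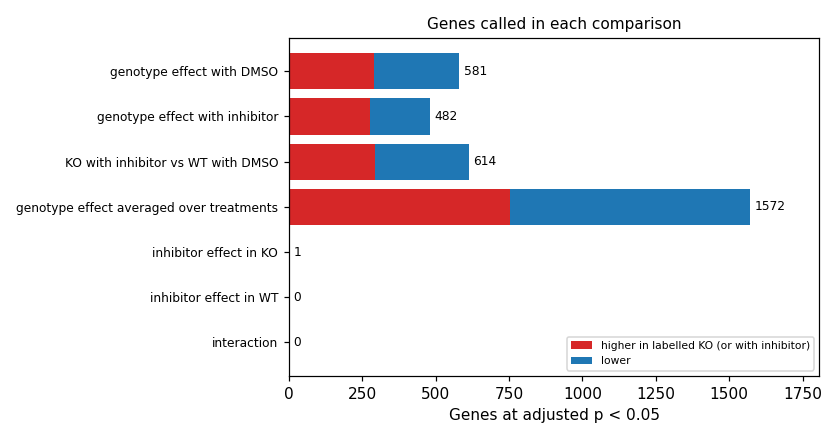
Number of genes at adjusted p under 0.05 (x axis) in each comparison (y axis), red for genes higher in libraries labelled KO, or with inhibitor in the inhibitor comparisons, and blue for genes lower. The 4 comparisons between genotypes call 482 to 1572 genes, and the inhibitor comparisons and the interaction call 1 or 0 (WT in the plot stands for w1118).

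The effect of the TDO2 inhibitor was then asked within each genotype. In the libraries labelled KO, 1 of 14155 genes passed the threshold, and 523 had an unadjusted p under 0.05 where 708 were expected by chance. With voom 1453 did and with only the 2 groups in the model 909, so whether the number lay below chance depended on the model. The gene that passed was CG42558 (FBgn0260760, 3R from 29933287 to 29934587), with 485 to 753 counts with DMSO and 0 in the 3 libraries with inhibitor, at least 200.8-fold lower (edgeR adjusted p = 0.0366). The overlapping CG42557 had 0 counts with DMSO and 468 to 658 with inhibitor in the same libraries. The summed level of the pair changed by -0.08 on the log2 scale, so the call followed from how reads were divided between the 2 genes. In w1118, 0 genes passed, with 1046 at an unadjusted p under 0.05 (765 with voom and 436 with only the 2 groups) and a smallest adjusted p of 0.136. DESeq2 moved these counts most, to 67 and 50 genes, and it called 15 genes on simulated data without any change. The median SE of a log2 fold change was 0.25 in both comparisons and in the genotype effect with DMSO, so the number of libraries alone does not account for the low counts. The labels give no sequencing batch. Reads of 33 genes that were high in replicate 2 of w1118 with inhibitor amounted to 0.721% to 0.868% of that library's counts in the other 5 inhibitor libraries and to 0.296% to 0.651% in the 6 DMSO libraries. A difference in handling between treatments could not be separated from the treatment.

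**Figure D4:**
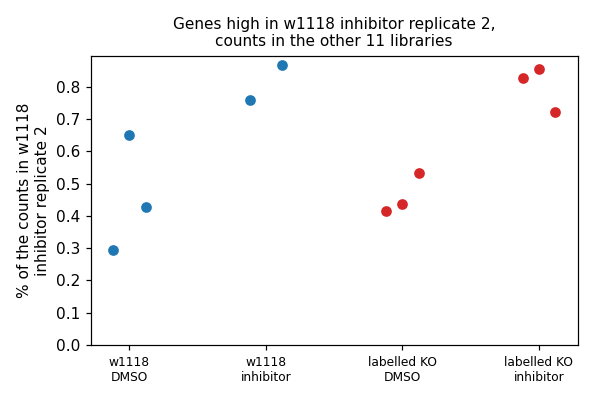
Summed counts of the 33 genes in each of the other 11 libraries, as a percent of those in replicate 2 of w1118 with inhibitor (y axis), by group (x axis), 1 point per library, w1118 in blue and libraries labelled KO in red. The 5 inhibitor libraries lie at 0.721% to 0.868% and the 6 DMSO libraries at 0.296% to 0.651%.

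The interaction, which asks whether the inhibitor acted differently in the 2 genotypes, called 0 of 14155 genes. An unadjusted p under 0.05 was found for 685 genes where 708 were expected by chance, and the smallest adjusted p was 0.0771. DESeq2 called 65 genes. Over the 1572 genes of the averaged genotype effect, the median genotype effect in its own direction was 0.70 on the log2 scale with DMSO and 0.68 with inhibitor. The median signed interaction was -0.0077 (two-sided exact permutation p = 0.88, 400 assignments), and 50.8% of the genes had a smaller genotype effect with inhibitor. The test was then run, as a check added after the result was seen, on the same counts with a known part of the genotype effect of these genes removed from the libraries labelled KO with inhibitor. A loss of 25% gave -0.19 (exact permutation p = 0.05, 955 genes) and a loss of 50% gave -0.50 (exact permutation p = 0.035, 537 genes). The inhibitor changed these genes by a median of 0.0028 in the direction of the genotype effect in the libraries labelled KO and by 0.0071 in w1118 (exact permutation p = 0.9 for each, where 0.1 is the smallest p the design allows).

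**Figure D5:**
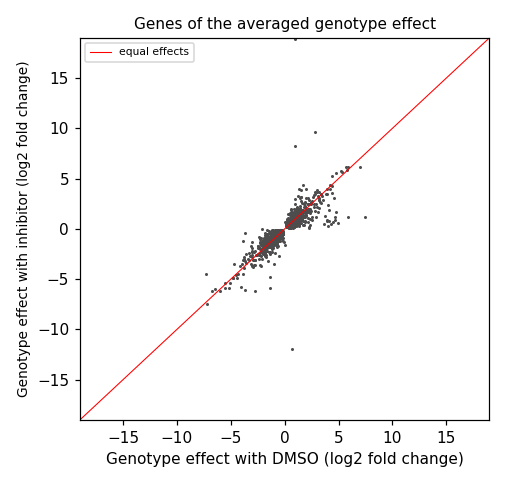
Log2 fold change between genotypes with DMSO (x axis) against the same with inhibitor (y axis), 1 point for each of the 1572 genes of the averaged genotype effect; the red line marks equal effects. The median effect is 0.70 with DMSO and 0.68 with inhibitor. Choosing genes by the average of both effects draws the points towards the line, and over all 14155 genes the Pearson correlation of the 2 effects is 0.275.

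The libraries labelled KO with inhibitor were also compared with w1118 with DMSO, the contrast that asks what difference is left in treated flies. It called 614 genes, 293 higher and 321 lower. With median-of-ratios scaling the majority was the other way, 343 higher and 263 lower, so no direction prevailed under both scalings. Of the 581 genes called between genotypes with DMSO, 446 were called here too, all 446 in the same direction. Both comparisons use the w1118 libraries with DMSO, so their results are not independent. The largest rises were lncRNA:CR40469 (6.01, SE 0.30), hoka (5.80, SE 0.32), CG31683 (5.79, SE 0.36) and Cht4 (5.46, SE 0.25). The largest falls were CG42558, again at 0 counts in the libraries labelled KO with inhibitor and at least 125.7-fold lower, p24-2 (-7.16, SE 0.88), CG18853 (-6.24, SE 1.34) and Sdic3 (-6.22, SE 0.87). CG42558 (edgeR adjusted p = 0.000933) did not pass with only the 2 groups in the model (0.0595). CG18853 (adjusted p = 0.0313) did not pass with the replicate number as a block (0.0792).

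The genes of tryptophan breakdown and of the related pigment, serotonin and transport steps were followed as a list of 12 tested genes. The list also holds the synthetase gene TrpRS. With DMSO, 4 of the 12 genes passed adjustment over the list alone and 2 over all genes. TrpRS, the tryptophanyl-tRNA synthetase (FBgn0010803, 3R from 9265027 to 9266904), was lower in the libraries labelled KO (-0.56, SE 0.09, edgeR adjusted p = 0.0105 over all genes), at 15.9 CPM ± 0.598 against 23.4 CPM ± 2.27 (SD, n = 3 each). The transporter gene scarlet (st) was also lower (-0.9996, SE 0.21, adjusted p = 0.0260). With only the 2 groups in the model, TrpRS (adjusted p = 0.0764) and st (0.0693) did not pass. Across 10 alternatives the adjusted p ranged from 0.000806 to 0.0912 for TrpRS and from 0.00181 to 0.126 for st. The genes cn (-1.19, SE 0.33, adjusted p = 0.0209 over the list and 0.0837 over all genes) and KFase (-0.46, SE 0.15, adjusted p = 0.0397 over the list and 0.138 over all genes) passed over the list only. Counts of cn with DMSO were low, at 7 to 11 in the libraries labelled KO and 19 to 25 in w1118. With inhibitor 1 gene passed in each way, TrpRS (-0.61, SE 0.09, adjusted p = 0.00661 over all genes). Averaged over treatments, 4 passed over the list and 3 over all genes, which were TrpRS (-0.58, SE 0.07, adjusted p = 0.00047), st (-0.79, SE 0.15, adjusted p = 0.00747) and KFase (-0.46, SE 0.11, adjusted p = 0.0259). KFase did not pass when any of the libraries labelled KO or of the w1118 libraries with inhibitor was left out, and its adjusted p ranged from 0.0190 to 0.0982 across 15 alternatives. The list held 0 genes that passed for the inhibitor in either genotype or for the interaction, with 0 at an unadjusted p under 0.05 in the libraries labelled KO, 3 in w1118 and 0 for the interaction.

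The gene vermilion (v, FBgn0003965, X from 10923972 to 10925631) encodes the fly TDO enzyme, the target of the inhibitor. It was at 36.3 CPM ± 13.4 with DMSO and 45.9 CPM ± 4.11 with inhibitor in the libraries labelled KO, and at 52.1 CPM ± 46.1 and 99.7 CPM ± 14.4 in w1118 (SD, n = 3 each). Its averaged genotype effect was -0.82 (SE 0.61, edgeR adjusted p = 0.418), and its inhibitor effects were 0.34 (SE 0.85) in the libraries labelled KO and 0.94 (SE 0.86) in w1118. With inhibitor its genotype effect was -1.12 (SE 0.86, adjusted p = 0.546), and the 3 libraries labelled KO (43.3 to 50.6 CPM) lay below the 3 of w1118 (83.5 to 110.9 CPM), which chance gives in 10% of comparisons. None passed the threshold in the model of all 12 libraries. With only the 2 inhibitor groups in the model the effect of -1.09 passed (adjusted p = 0.0165; 0.0165 to 0.712 across 10 alternatives). The genes st, cn and KFase each overlap another gene in the annotation.

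In the 16 gene sets, 0 of the 80 tests passed adjustment and 0 had an unadjusted p under 0.05. The smallest p of limma's camera test was 0.101, for the tryptophan and kynurenine pathway between genotypes with DMSO, where the median change of the 12 genes was -0.14. With the correlation between genes fixed at 0.01 in place of the estimate, 18 tests passed. The estimates reached 0.895, for cytoplasmic ribosomal proteins, and the count depended on them. That 0 tests passed therefore does not show that the sets were unchanged.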

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

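The test of the total without yolk protein counts was chosen after the result was seen. Transposable element rows, which no comparison of the report uses, took 4.19% ± 0.437 (SD, n = 6) of counts in the libraries labelled KO and 2.34% ± 0.554 (SD, n = 6) in w1118. This was noted because the signal lies above the level in the control strain, with no overlap between the 6 and 6 libraries (3.81% to 5.03% against 1.77% to 3.11%). A two-sided exact permutation test of the genotype labels within treatments gave p = 0.005, the smallest that its 400 assignments can give. Yolk protein genes took up to 21.2% of counts in w1118 and could dilute the share. Without them in the total the shares were 4.69% and 2.70%, with p = 0.005 again by the same exact permutation test, so dilution does not account for the difference. In a model with all rows, edgeR called 605 of 2123 tested copies in the averaged genotype effect, 372 higher and 233 lower in the libraries labelled KO. Of 32 exchanges of genotype labels within same-numbered pairs, 1, the real one, gave as many copies. That 38.5% of the called copies were lower is consistent with copies that are present in one strain and not in the other. Gains of single copies summed to 3.32 percentage points and losses to -1.32. The 10 copies with the largest gain carried 108.3% of the net difference, but they were chosen for their gain and losses lower the net, so a large share is built in and does not show that a few insertions carry the difference. The 3 largest gains were all copies of the element springer, with 31.2% (FBti0019115), 16.9% and 13.8% of the net difference. Reads of near-identical copies may be divided among them by the quantifier, so a single copy is uncertain. Strain-specific copies therefore remain as an explanation, a few insertions are not excluded, and an effect of SIRT6 on transposable elements cannot be told apart from either.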

How the results depend on the processing

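The fits without replicate number 2 in any group, and those with transposable element rows in the same model, were chosen after seeing the data. Scaling by ERCC spike-ins was not run, since the table given here holds 0 ERCC rows. Counts of genes that are not named here stayed within 1.5 times of the reported count under the other alternatives run. The cause was not tested unless a value is given for it.

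The genotype effect with DMSO (581 genes) became 1152 with DESeq2, 2406 with voom and quality weights, 343 with only the 2 groups in the model and 904 without replicate number 2. It ranged from 227 to 1629 across the 6 fits that each left out one library, and 1629 was reached without replicate 2 of w1118 with DMSO. Between 224 and 507 of the 581 genes were called in those fits. The genotype effect with inhibitor (482) became 1027 with DESeq2 and 1335 with voom, and ranged from 250 to 426. The comparison of libraries labelled KO with inhibitor and w1118 with DMSO (614) became 1053, 2811, 261 with only the 2 groups and 1086 without replicate number 2, and ranged from 246 to 1797. The averaged genotype effect (1572) became 3975 with voom and 2487 without replicate number 2, and ranged from 936 to 3246 across 12 fits. Of the 1572 genes, 1500 were among the 2105 that DESeq2 called. Median-of-ratios scaling changed the share of higher genes there from 48.0% to 58.8% and moved the median of all genes by 0.044. The splits into higher and lower became 349 and 244 with DMSO, 303 and 178 with inhibitor, and 343 and 263 for libraries labelled KO with inhibitor against w1118 with DMSO.

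The inhibitor effect in libraries labelled KO (1) became 67 with DESeq2, 4 with voom, 10 with only the 2 groups, 3 without replicate number 2 and 0 with the filter of 10 counts in every sample. It ranged from 0 to 1, and none of the calls in those fits was CG42558. In w1118 (0) it became 50 with DESeq2 and 7 without replicate number 2, and ranged from 0 to 9. The interaction (0) became 65 with DESeq2, 2 with voom and 3 without replicate number 2, and ranged from 0 to 1. DESeq2 called 15 genes on simulated data without a change, which bears on its counts of 67, 50 and 65. On the same data voom called 0 genes without a change and had 3.19% false calls with DMSO and 4.32% averaged. The simulation gave no library a lower quality than another, so it did not test the quality weights. Whether false calls account for the larger counts of voom is therefore open. With 523, 1046 and 685 genes at an unadjusted p under 0.05, the 3 comparisons showed few calls. In the simulated comparison of 3 against 3 libraries 89 of 200 changes were called, which applies to the 2 inhibitor comparisons. All of these changes were of at least 1 on the log2 scale, so the share for smaller changes is not known. The power of the interaction, with a median SE of 0.35 against 0.25, was not simulated.

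With the replicate number as a block, the genotype effect called 396 genes with DMSO, 351 with inhibitor and 1237 averaged, libraries labelled KO with inhibitor against w1118 with DMSO gave 413, and the inhibitor effect in the libraries labelled KO, in w1118 and the interaction gave 0 each. The averaged inhibitor effect also gave 0 with the block, so its call of roX2 was lost. The gene set tests gave 0 with the block, and the median signed interaction was -0.0031. The mean correlation of same-numbered libraries was 0.016 over all pairs of groups.

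The median signed interaction (-0.0077) was 0.0079 for genes with a change of at least 1 and ranged from -0.095 to 0.036 across 12 fits that each left out one library. Its exact permutation p was 0.16 or more in all of these. The gene set tests (0) became 18 with the correlation fixed at 0.01, and ranged from 0 to 0 across the fits without one library. The averaged genotype effect on Sirt6 (-0.0099) was 0.035 with DESeq2 and 0.034 with median-of-ratios scaling, and ranged from -0.039 to 0.11 across 12 fits. Its inhibitor effect in libraries labelled KO ranged from -0.030 to 0.15. The genotype effect on v with DMSO ranged from -1.0004 to 0.26. Its effect with inhibitor (-1.12, adjusted p = 0.546) passed at -1.09 with only the 2 groups (0.0165), and its averaged effect (-0.82, adjusted p = 0.418) passed at -1.03 without replicate 2 of w1118 with DMSO (0.00713). Adjusted p ranged from 0.0165 to 0.712 and from 0.00713 to 0.753 over the alternatives. With DMSO, TrpRS lost the threshold with only the 2 groups (0.0764) and without replicate 1, 2 or 3 of the libraries labelled KO (0.0761, 0.0651 and 0.0912), and ranged from 0.000806 to 0.0912. For st the same 4 fits gave 0.0693, 0.108, 0.0970 and 0.126, the block 0.0650 and the fit without replicate 1 of w1118 0.0719, in a range of 0.00181 to 0.126. With DMSO, narya lost the threshold with the block (0.0833), with only the 2 groups (0.0595), without replicate 2 of the libraries labelled KO (0.0654) and without replicate 1 or 3 of w1118 (0.0877 and 0.0932). CG12592 lost it with the block (0.0577) and without replicate 1 or 3 of w1118 (0.0557 and 0.0769). The averaged effect on KFase gave 0.0536 to 0.0982 without any one of the 6 libraries labelled KO or of the 3 of w1118 with inhibitor. For the 55 results on single genes, 620 alternative values were computed. Of these, 54 values of 10 results were weaker, 2 values of 2 results were stronger, and 13 values of 3 results changed sign.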

Other observations

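Tests of the neighbourhood of Sirt6, of strain differences, of replicate 2 of w1118, of CG42558, of reads crossing between libraries (except the one on transposable element rows), of a batch difference for roX2 and of Sirt6 were chosen after the results were seen.

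Other splits of the same libraries were tried for each count of genes. Of the 4 splits of 6 libraries that part all 3 same-numbered pairs, 1 gave as many genes for the genotype effect with DMSO, 1 with inhibitor and 1 for libraries labelled KO with inhibitor against w1118 with DMSO, each time the real split. With 4 splits the share cannot fall under 0.05. The other 6 splits, which leave pairs together, gave as many genes in 0 cases for these comparisons. No split other than the real one called more than 2 genes. For the inhibitor effect in libraries labelled KO, 1 of the 4 splits gave as many genes and 2 of the other 6 did. For w1118, with 0 genes called, all 4 and all 6 did. For the averaged genotype effect, 1 of 32 exchanges of genotype labels within same-numbered pairs gave as many genes, the real one, and the others gave at most 5. For the interaction, 32 of 32 exchanges of treatment labels gave at least the 0 genes observed.

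Several explanations of the genotype calls were weighed. Among the tested genes centred on Sirt6, up to 100 on each side (3R from 9581306 to 11209849), 38 were called in the averaged genotype effect, 18.9% against 11.1% of all tested genes. Only 2.4% of the 12999 runs of that length had as many. This is consistent with strain sequence linked to the modified locus, and p24-2, lower in both treatments, lies within the run. CG12592 does too, but its genotypes overlapped with inhibitor, which linked sequence alone would not give. The other 1534 calls lie outside it. TrpRS is one of these, on the same arm as Sirt6 (3R from 9265027 to 9266904). Linked sequence was not tested for genes outside the run, so it is not excluded for TrpRS. Genes with at least 10 counts in all 6 libraries of one genotype and at most 3 in all 6 of the other numbered 1 (snoRNA:Psi28S-2949), against 0 between treatments. The gene lies on 2R, outside that run, as a strain difference away from Sirt6 would give. Of the 462 splits of the 12 libraries into 6 and 6, 23 gave as many, the real one included. A single gene is therefore weak evidence. The rule also passes over genes that keep more than 3 counts in the lower genotype. Among these, hoka on 3L had 10 to 14 counts in w1118 and 579 to 938 in the libraries labelled KO. Cht4 on 2R had 17 to 40 and 1254 to 2081. The test thus does not cover such genes. The Spearman correlation of the log2 fold change with exon length was 0.13 across 14143 genes, which are not independent replicates, below the 0.2 set for a length bias. A difference in strain background may thus contribute to the calls. The design gives no way to separate it from an effect of the labelled SIRT6 knockout, for which no loss of the transcript was seen.

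Averaged over treatments, the libraries labelled KO were not lower in Sirt6. The lower bound of the 95% interval, -0.29, excludes a fall of 1 on the log2 scale, and so does that with DMSO, -0.72, so too few reads is not the reason no such fall was seen. A smaller fall with DMSO is not excluded. A swap of single libraries is unlikely: with 100 genes chosen without the library in question, 12 of 12 libraries lay closer to the other libraries of their own label. An exchange of the 2 labels as a whole, or a stock that is not a knockout, would give the same 12 of 12 and is not excluded. An allele that leaves the transcript in place is a candidate explanation that counts per gene cannot test.

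Replicate 2 of w1118 stood apart in both treatments. Male heads are unlikely, since the larger roX1 level of this pair was 0.994 times the median of the other 10 libraries. Depth is no shared reason, as 1 of the pair, that with inhibitor, had a total below all others. The 19 head fat body genes that are not yolk proteins had a mean centred log2 CPM of -2.06 with DMSO and -0.51 with inhibitor, and 2 of 2 lay below the other 10 libraries, which reached from -0.30 to 1.02. Less fat body RNA in these heads, from the flies or from dissection, may therefore account for part of it. Among the other 10, the libraries labelled KO reached from -0.30 to 0.03 and those of w1118 from 0.45 to 1.02. Whether this difference in fat body genes contributes to the genotype calls was not tested. Genes counted almost only in one library numbered 128 in replicate 2 of w1118 with inhibitor and 3 in that with DMSO, against 1 to 4 in the others, so this feature is not shared by the pair.

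Of the genes almost private to replicate 2 of w1118 with inhibitor, 33 had at least 5000 counts there and at most 5% of that elsewhere. Their summed counts reached 0.721% to 0.868% of that library's in each of the other 5 inhibitor libraries, above the 0.296% to 0.651% of the 6 DMSO libraries (two-sided exact permutation p = 0.00433, higher in 5 of 5 libraries). All 5 lay above all 6 for 17 of the 33 genes, where chance gives 0.216% of genes. Genes of the same library are not independent, but chance alone is a poor explanation of that number. In 6 transposable element rows chosen in the same way the ranges overlapped (1.01% to 1.21% against 0.406% to 1.503%) through replicate 2 of w1118 with DMSO, at 1.503%. The other 5 DMSO libraries reached 0.773%, below all 5 inhibitor libraries. The excess followed the count in the donor library across genes (Spearman 0.75). Crossing reads would give this, and so would a response to the inhibitor that was strongest in the donor library, so the 2 cannot be told apart by it. Reads crossing between inhibitor libraries handled together may explain the pattern in part of the genes. Spn53F, with 17068 counts in the donor library, goes against it in replicate 1 of w1118 with inhibitor, which had 0. The remaining inhibitor libraries had 13 to 53 counts of Spn53F, above the 3 to 12 of the DMSO libraries. If reads crossed, treatment and library handling were not separate. In the inhibitor effect in libraries labelled KO, 33 of the 33 genes were higher, 1 had an unadjusted p under 0.05 and 0 passed adjustment. The spread of these genes was estimated with the donor library in the model, so the lack of calls does not show that they were unchanged.

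The effect of the inhibitor averaged over genotypes, added after seeing the data, called 1 gene, roX2 (lncRNA:roX2, X from 11579065 to 11580432), at -1.47 (SE 0.14, edgeR adjusted p = 0.0152). It fell in 6 of 6 inhibitor libraries below all 6 DMSO libraries, with 0.679 to 1.20 CPM against 2.07 to 3.21 CPM. Of 32 exchanges of treatment labels within same-numbered pairs, 3 called at least 1 gene, so a single call is not rarer than such exchanges give. An exact permutation test of treatment labels within genotypes gave p = 0.005 for roX2, the smallest it can give, but roX2 was picked from all genes. The median averaged inhibitor effect of X-linked genes differed from that of autosomal genes by -0.0025, so no shift of the X chromosome as a whole accompanied it. A batch difference between treatments cannot be told apart from an inhibitor effect here. Alternatives called 0 to 44 genes for this comparison. The 0 came with the replicate number as a block, where roX2 did not pass. The partner RNA roX1 also changed, by -0.50 (SE 0.15, unadjusted p = 0.00684, adjusted p = 0.892). No biological explanation other than the shift of the X chromosome was tested.

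The fall of CG42558 in libraries labelled KO with inhibitor was matched by a rise of CG42557, which has the same annotated interval. The sum of the pair changed by -0.079, so the call reflects how reads were divided between the 2 genes. CG42557 also took most counts in replicate 2 of w1118 with DMSO (882 against 138).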
